A study of Rattus norvegicus with 12 samples. Its data were reported in "Electroacupuncture alleviates perioperative hypothalamus-pituitary-adrenal axis dysfunction via circRNA-miRNA-mRNA networks" (2023).

How the data were processed

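Circular RNAs (circRNAs) are closed RNA loops formed when the end of an exon is joined back to the start of an upstream exon. They were measured by RNA sequencing in tissue of the hypothalamic nucleus that the study calls PVN, taken from rats of 4 groups. These were normal controls (NC), rats after partial hepatectomy (HT), operated rats given electroacupuncture (HT+EA) and operated rats given sham electroacupuncture (HT+SEA), in which needles were placed without current. Each group had 3 libraries, 12 in all.

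Per the study's methods, the authors extracted total RNA, built strand-specific libraries, sequenced them on Illumina HiSeq instruments and removed reads with adapters, uncertain bases or low quality. HISAT2, featureCounts and the rat assembly mRatBN7.2 were named for the sequencing data in general. The program that called the circRNAs, its version and its read minimum were not given in the sources used here. The authors deposited 1 table with the raw read count of each circRNA in each library, not normalised and not pooled. The table held 21914 circRNAs under running identifiers, with no coordinates, strand or host gene beside them, so circRNAs are named by identifier and none was placed in the genome here. It held no value of 1 in any library, so every count was 0 or at least 2. A 0 therefore means that fewer than 2 reads were listed, or that the circRNA was not called in that library, and no upper limit from a count of 0 was computed. For the same reason no fold is given against a group whose libraries were all listed at 0. The 12 columns of TPM in the same table were not used, because some of their names did not match the sample labels.

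Groups were taken from the sample labels. The total count per library ran from 134903 to 360524 with a median of 220991, and the fold between highest and lowest was 2.67. These totals are back-splice reads of called circRNAs and not the whole sequencing depth, which was not given in the sources used here. The spread between replicates, as edgeR's common biological coefficient of variation, was 34.6%. Without molecular identifiers reads are not independent molecules. The 12 within-group pairs of libraries differed by more than sampling noise, with a chi-square per degree of freedom of 3.00 to 4.96, so no library was treated as a copy of another.

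Counts were tested with edgeR (version 4.0.16, R 4.3.3), using glmQLFit and glmQLFTest with TMM normalisation and 4 groups in 1 fit of all 12 libraries. The filterByExpr filter kept circRNAs with enough counts for the smallest group, with its defaults of a minimum count of 10 and a minimum total of 15. It left 4838 circRNAs (22.1%), which held 85.5% to 88.6% of the counts of each library. The study's methods gave a threshold of p below 0.05 with DESeq2 and did not state whether p was adjusted, so circRNAs are counted at an unadjusted p below 0.05 and also at a Benjamini-Hochberg adjusted p below 0.05. Tests were two-sided. Contrasts were HT against NC, HT+EA against HT, HT+SEA against HT, HT+EA against HT+SEA, the mean of the operated groups against NC, HT+EA against the mean of HT and HT+SEA, and a test of any difference among the 4 groups. Values per circRNA are given as counts and as CPM, scaled by TMM over the tested circRNAs. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistics.

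Totals, numbers of circRNAs listed and whole profiles were compared among groups by exact permutation tests over all 15400 ways to part 12 libraries into 4 groups of 3. Profiles were compared by the pseudo-F statistic of Euclidean distances between log2 CPM values with a prior count of 2. Random resampling had been planned for that test and was replaced by the full enumeration. The 3 exact tests were adjusted together by Benjamini-Hochberg. For equal-depth comparisons every library was thinned to 134903 reads, 20 times, and thinned values under 2 were taken as 0. The correlation of fold changes at equal depth used a single thinning.

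HT against NC and HT+EA against HT share the HT libraries, which pushes their changes in opposite directions with no effect present. Counts were therefore simulated 100 times with no group difference from the fitted means and dispersions, values of 1 were written as 0, and the same statistics were computed. The edgeR, DESeq2 and limma-voom fits of all 12 libraries were tested in the 6 contrasts on simulated data with 200 changed circRNAs among 4838, and the test of any difference on data simulated for HT against NC. Fits of fewer libraries, with other filters or with the replicate block were not simulated. In data simulated for HT against NC edgeR recovered 51.5% of the 2-fold changes at unadjusted p below 0.05 and 3.50% at adjusted p below 0.05, and 87.0% and 51.0% of the 4-fold changes. In HT+EA against HT the shares were 50.5% and 2% for 2-fold changes and 88.0% and 50% for 4-fold changes.

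The named circRNAs follow a rule set before the data were examined. For a table without coordinates or host genes it names the risen and the fallen circRNA with the smallest p in HT against NC and in HT+EA against HT, the circRNA with the smallest larger p among those changed in opposite directions, and the most abundant circRNA. The circRNAs of Adarb2 and Oprm1 named by the study carry coordinates and could not be matched to an identifier, so they were not analysed here. A list of 44 node circRNAs (circRNAs that the study kept for its networks by their direction of change) was copied by identifier before the data were examined.

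Alternatives set before the data were examined were DESeq2's median-ratio size factors, total count only, no filter, a mean count of at least 2, DESeq2 (version 1.42.0), limma-voom (limma 3.58.1), only the groups compared, DESeq2 on only the groups compared, the replicate number as a block, and each library left out in turn. Distances of 1 minus Spearman correlation, a prior count of 0.5, a detection limit of 2 counts, equal depth and totals without the 10 most abundant circRNAs were tried for the whole-library measures. Chosen after seeing the data were DESeq2 on only the groups compared with no filter, a detection limit of 3 counts, and the removal of circRNAs listed at 0 where at least 20 counts were expected. The expected count was the median CPM of the libraries that list the circRNA, if at least 3 did, times the library's total. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the permutation tests and plots.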

Results

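To describe how surgical trauma and electroacupuncture changed circRNAs in the PVN, circRNA counts were compared among the NC, HT, HT+EA and HT+SEA groups, with 3 libraries in each. Electroacupuncture passes a weak current through needles at acupuncture points. The mean total count was 238588 ± 18415 (SD, n = 3) in NC, 188727 ± 56586 (SD, n = 3) in HT, 263810 ± 83763 (SD, n = 3) in HT+EA and 209429 ± 42751 (SD, n = 3) in HT+SEA. The smallest library was HT replicate 3 with 134903 counts and the largest was HT+EA replicate 2 with 360524 counts. Totals did not differ among the groups beyond the spread within them (exact permutation test, p = 0.449, adjusted over 3 tests 0.674). The deposited table listed 21914 circRNAs, of which 4198 (19.2%) had counts in all 12 libraries and 4429 (20.2%) in 1 library. A library listed between 8679 and 13945 circRNAs. The mean number listed was 11428 ± 445 (SD, n = 3) in NC, 10139 ± 1632 (SD, n = 3) in HT, 11961 ± 1755 (SD, n = 3) in HT+EA and 10858 ± 1088 (SD, n = 3) in HT+SEA. These numbers did not differ among the groups (exact permutation test, p = 0.443, adjusted 0.674), and neither did the numbers at equal depth (exact permutation test, p = 0.319). The 10 most abundant circRNAs took 5.65% to 6.51% of the counts of a library.

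The study used principal components of gene expression in the PVN and the amygdala to judge whether the groups formed separate clusters. It described none for circRNAs, so the test here asks about other data and is no check of that clustering. In the circRNA profiles of 4838 tested circRNAs, the group accounted for 26.8% of the squared distance between libraries, and the pseudo-F was 0.977 (exact permutation test over 15400 partitions, p = 0.716, adjusted 0.716). A separation of the groups was thus not detectable in the whole circRNA profile. Under the alternative that moved this test most, leaving out HT replicate 2, p was 0.181. The first component held 15.1% of the variance and the second 11.2%. HT replicate 3, the smallest library, lay at -57.7 on the first component, whereas the other 11 libraries lay between -4.71 and 16.7. NC replicate 3 was lowest on the second component, at -36.0.

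**Figure D1:**
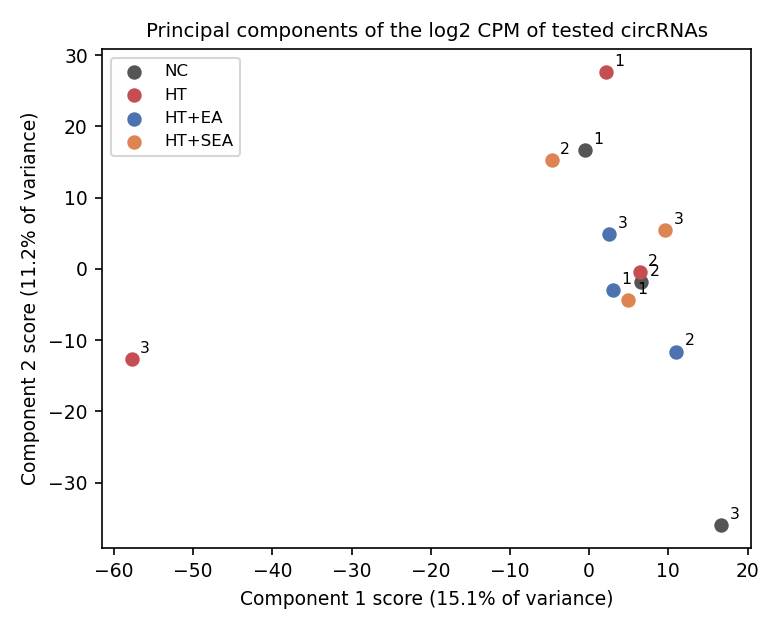
Scores of the 12 libraries on the first (x axis) and second (y axis) principal components of log2 CPM over 4838 tested circRNAs, coloured by group and numbered by replicate. HT replicate 3 lies apart at -57.7 on the first component, and the libraries of the 4 groups are intermixed among the rest.

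The effect of surgery was addressed by HT against NC. With edgeR, 165 of 4838 circRNAs passed an unadjusted p below 0.05, 61 higher and 104 lower in HT. Evenly spread p values would give 241.9. None passed an adjusted p below 0.05, and the smallest adjusted p was 0.997. DESeq2 on the same circRNAs called 108 at an unadjusted p below 0.05, of which 95 were among the edgeR calls, and 2 at an adjusted p below 0.05. The alternatives that moved the unadjusted count most were DESeq2 on only the groups compared, with 35 calls among 4013 circRNAs, and edgeR with no filter, with 620 calls among 21914 circRNAs. Leaving out HT replicate 2 raised the count to 274, and 1 circRNA passed the adjustment without NC replicate 1, without HT replicate 2 and without HT replicate 3. Without NC replicate 2 the calls were 113 higher and 96 lower, among 5387 circRNAs that passed the filter. Without NC replicate 3 they were 87 higher and 85 lower, among 5373. The direction of most calls thus changed. More circRNAs were tested in these fits, so the library left out is not shown to be the cause. The mean of all operated groups against NC gave 140 calls, 61 higher and 79 lower, and none at an adjusted p below 0.05 with edgeR or with DESeq2, which gave 78 unadjusted calls. In that contrast edgeR had 1 adjusted call without NC replicate 1, HT replicate 2, HT+EA replicate 1, HT+EA replicate 2 or HT+SEA replicate 3. Without NC replicate 1, 2 or 3 most calls were higher (113 against 80, 113 against 90 and 83 against 72). Limma-voom had no adjusted call in either contrast, with 196 and 258 unadjusted.

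The effect of electroacupuncture, which the study gave both before and immediately after surgery, was addressed by HT+EA against HT. At an unadjusted p below 0.05, edgeR called 231 circRNAs, 125 higher and 106 lower in HT+EA, and none at an adjusted p below 0.05 (smallest adjusted p 0.999). DESeq2 called 143, of which 132 were shared with edgeR, and 4 at an adjusted p below 0.05. With edgeR, 1 circRNA passed the adjustment when HT replicate 2, HT replicate 3 or any of the 3 HT+EA replicates was left out. Without HT+EA replicate 1, 2 or 3 most unadjusted calls were lower (120 higher against 126 lower, 85 against 96 and 96 against 107). In the HT+SEA against HT comparison, which tests needling without current, edgeR called 159 circRNAs, 90 higher and 69 lower. None passed an adjusted p below 0.05 with edgeR, and 2 did with DESeq2, which had 104 unadjusted calls. Leaving out HT replicate 2 raised the edgeR count to 257, and 1 circRNA passed the adjustment without HT replicate 2, HT replicate 3, HT+SEA replicate 1 or HT+SEA replicate 3. Most calls were lower without HT+SEA replicate 1 (80 higher against 103 lower) and without HT+SEA replicate 3 (71 against 74). For the current itself, HT+EA against HT+SEA, edgeR called 188 circRNAs, 84 higher and 104 lower, with none at an adjusted p below 0.05. DESeq2 called 119 unadjusted and 1 adjusted. Without HT+EA replicate 1, HT+EA replicate 3, HT+SEA replicate 1 or HT+SEA replicate 3, edgeR had 1 adjusted call. Most unadjusted calls were higher without HT+SEA replicate 1 (105 higher against 81 lower) and without HT+SEA replicate 2 (85 against 72). HT+EA against HT and HT+SEA together gave 213 unadjusted calls and none adjusted with edgeR, and 136 and 2 with DESeq2. A difference of any kind among the 4 groups was called for 120 circRNAs unadjusted and for none adjusted with edgeR, and for 76 and none with DESeq2. Both of these edgeR tests had 1 adjusted call without HT replicate 2, without each HT+EA replicate, and without HT+SEA replicates 1 or 3. Limma-voom had no adjusted call in these 5 tests, with 262, 140, 245, 290 and 216 unadjusted in the order given. With the filter and all 12 libraries, the unadjusted edgeR counts of all 7 tests were below the 241.9 that evenly spread p values would give. Regrouped libraries gave medians of 117.5 to 179 calls, so a count below 241.9 need not be below chance.

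At this depth and spread, changes of 2-fold were mostly not detectable after adjustment. In simulated counts for HT against NC, 3.50% of 2-fold and 51.0% of 4-fold changes passed an adjusted p below 0.05. For HT+EA against HT the shares were 2% and 50%.

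**Figure D2:**
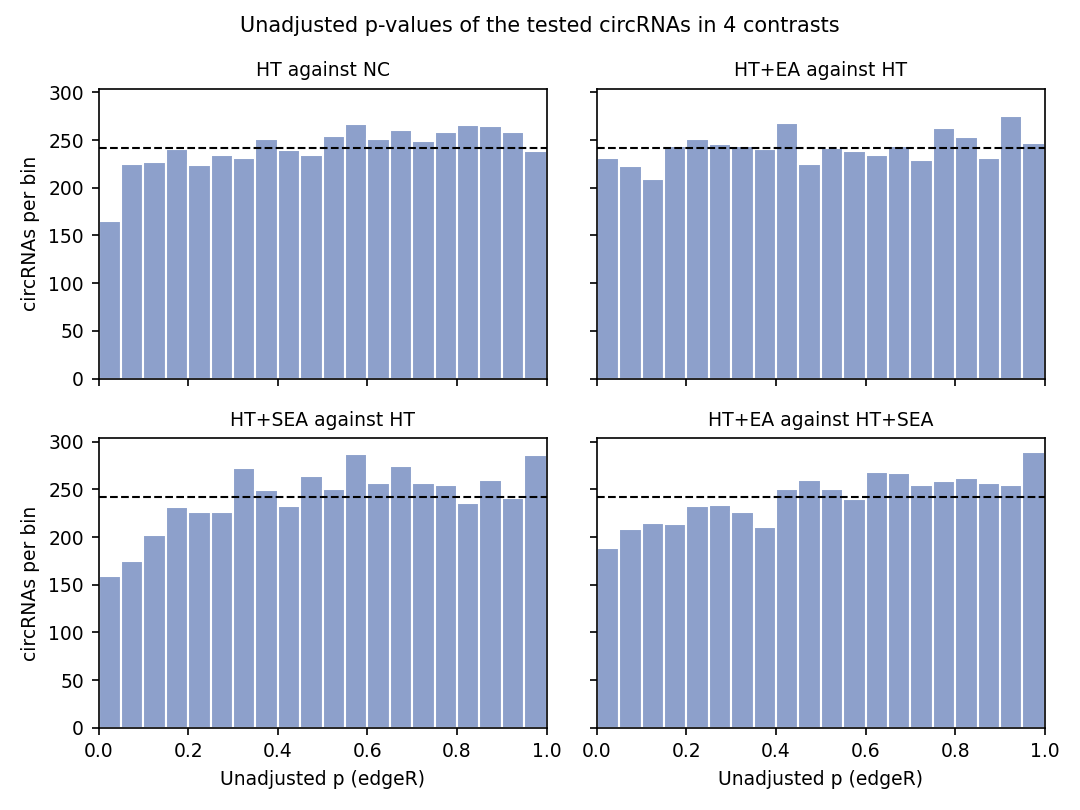
Number of circRNAs (y axis) in each of 20 bins of the unadjusted edgeR p (x axis) for 4 contrasts over 4838 tested circRNAs. The dashed line marks the 241.9 per bin that evenly spread p values would give. The bin below 0.05 holds 165, 231, 159 and 188 circRNAs in HT against NC, HT+EA against HT, HT+SEA against HT and HT+EA against HT+SEA.

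In HT against NC, the risen circRNA with the smallest p was novel_circ_0022310, with 7, 15 and 10 counts in NC and 25, 22 and 22 in HT. Its CPM was 52.1 ± 20.8 (SD, n = 3) in NC and 146 ± 39.1 (SD, n = 3) in HT, a log2 fold change of 1.46 with a standard error of 0.37 (edgeR adjusted p = 0.997). The CPM was higher in all 3 HT libraries than in any NC library. The fallen circRNA with the smallest p was novel_circ_0038449, with 42, 26 and 34 counts in NC and 8, 12 and 6 in HT. Its CPM was 166 ± 42.1 (SD, n = 3) in NC and 51.6 ± 3.98 (SD, n = 3) in HT, a log2 fold change of -1.66 with a standard error of 0.33 (edgeR adjusted p = 0.997). All 3 HT libraries lay below every NC library. Neither change passed the adjustment.

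In HT+EA against HT, the fallen circRNA with the smallest p was novel_circ_0022446. Its CPM was 642 ± 12.6 (SD, n = 3) in HT, 287 ± 88.0 (SD, n = 3) in HT+EA and 470 ± 173 (SD, n = 3) in NC. The log2 fold change against HT was -1.16 with a standard error of 0.28, lower in 3 of 3 libraries (edgeR adjusted p = 0.999). With no filter the edgeR adjusted p was 0.0246, and in the other alternatives it lay above 0.05, up to 1.0. The value with no filter is not evidence of a change. In that fit 40 splits of the libraries, the real one included, gave a median of 29 adjusted calls in this contrast (19 to 42). In HT+EA against HT and HT+SEA together, DESeq2 on only the groups compared gave it an adjusted p of 0.00953. The risen circRNA with the smallest p was novel_circ_0011248, which was also the circRNA with the smallest p among those changed in opposite directions. It had 105, 96 and 128 counts in NC, was listed at 0 in all 3 HT libraries, had 76, 0 and 84 counts in HT+EA, and had 141, 96 and 128 in HT+SEA. Its edgeR adjusted p was 0.997 in HT against NC and 0.999 in HT+EA against HT. DESeq2 gave adjusted p values of 0.00335 and 0.0238 for these contrasts, limma-voom did not call it at an unadjusted p below 0.05, and without HT+EA replicate 2 the edgeR adjusted p in HT+EA against HT was 1.76e-05. Over all alternatives the adjusted p ran from 4.6e-45 to 1.0 in HT against NC and from 3.56e-32 to 1.0 in HT+EA against HT, lowest in both with no filter. The limit of the fit with no filter holds here too, since its splits gave a median of 30 adjusted calls in HT against NC. The circRNA is 1 of 332 that the table lists at 0 in some library where at least 20 counts were expected from the other libraries. The most abundant circRNA was novel_circ_0039775, with 20431 ± 2073 CPM (SD, n = 3) in NC, 18160 ± 2042 (SD, n = 3) in HT, 20047 ± 770 (SD, n = 3) in HT+EA and 18159 ± 917 (SD, n = 3) in HT+SEA. It changed by -0.17 on the log2 scale in HT against NC (edgeR adjusted p = 0.997) and by 0.14 in HT+EA against HT (edgeR adjusted p = 0.999), and neither passed the unadjusted threshold. Without HT replicate 1 both did, at -0.27 and 0.23, and without NC replicate 2 the former did, at -0.21.

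**Figure D3:**
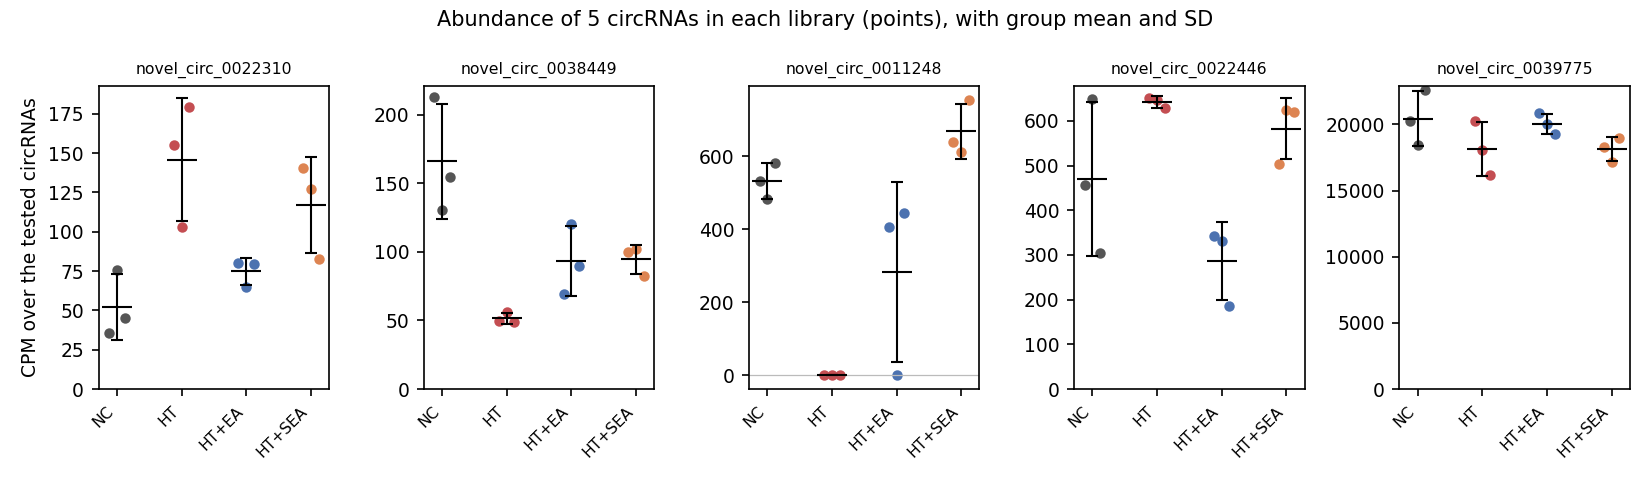
CPM over the tested circRNAs (y axis) of 5 circRNAs in each library (points, coloured by group on the x axis), with the group mean and SD as horizontal line and bar. In novel_circ_0011248 the 3 HT libraries and 1 HT+EA library are at 0, while the other 8 libraries lie between 406 and 754.

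The study selected node mRNAs by opposite trends after surgery and after electroacupuncture, and traced circRNAs back from them. The same question was put to the circRNAs directly. Here 54 circRNAs passed an unadjusted p below 0.05 in both HT against NC and HT+EA against HT with opposite signs, and 1 with the same sign. Since both contrasts use the HT libraries, 100 simulations with no group difference gave a median of 51 opposite calls, with 95% of them between 38.5 and 67. The observed number was within that range. However, the simulations also gave more calls than the data in HT against NC (median 224, observed 165). The 12 libraries were also split 100 times into 4 groups of 3, the real split included. These splits gave a median of 31 opposite calls, and 8 of 100 had as many as observed. Leaving out HT replicate 1 or HT replicate 2 raised it to 88 and 134, and leaving out HT+EA replicate 2 lowered it to 29. Across the 4838 circRNAs, which are not independent replicates, the log2 fold changes of both contrasts had a Pearson r of -0.659. The simulations gave a median r of -0.528, with 95% between -0.584 and -0.476, so the observed r was lower than in all 100. They draw each circRNA independently, and the splits of the real libraries spread wider. There r ran from -0.697 to -0.333, and 3 of 100 were as low, the real one included. Leaving out 1 NC or HT+EA library gave r between -0.580 and -0.522, and leaving out 1 HT library gave r between -0.805 and -0.719. The simulated range was not recomputed for these smaller groups. For HT+SEA in place of HT+EA, r was -0.598 against a simulated median of -0.512, with 95% between -0.582 and -0.468. There 36 circRNAs were opposite against a simulated median of 52, with 95% between 38.5 and 64.1. With HT+SEA, r was thus further below 0 than simulated, but opposite calls were fewer than simulated, so both measures disagreed. Neither decides the question. No splits were drawn for HT+SEA, and the simulations gave more calls than the data in HT+SEA against HT (median 226, observed 159).

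All 44 node circRNAs of the study were in the table. The filter kept 31 of them, and the other 13 had mean counts of 2.08 to 5.67 per library. All 31 changed in the direction of the study's list, and 25 did so at an unadjusted p below 0.05 (edgeR). Adjusted over the list alone, 22 passed, which is not independent evidence because the study chose the list on these same libraries. Adjusted over all 4838 circRNAs tested, none passed with edgeR, where 25 passed unadjusted. With DESeq2, novel_circ_0011248 passed in HT against NC (adjusted p = 0.00335). DESeq2 on only the groups compared gave adjusted p values of 2.98e-09 for novel_circ_0011248, 2.24e-05 for novel_circ_0035558 and 0.000171 for novel_circ_0018079 in that contrast. With edgeR on only the groups compared, novel_circ_0011248 (0.00384) and novel_circ_0035558 (0.0285) passed. These circRNAs were listed at 0 in every HT library. Of the 16 listed as lowered by surgery, 10 were tested and all 10 passed the unadjusted threshold, and of the 6 listed as raised, 4 were tested and 1 passed. Of the 13 listed as raised by electroacupuncture, 10 were tested and 7 passed, and of the 9 listed as lowered, 7 were tested and all 7 passed. With no filter, all 44 passed the unadjusted threshold in the listed direction. Among the 31 tested, 9 passed in both contrasts with opposite signs.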

Values the study reported

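The study reported 44 node circRNAs out of 80 differentially expressed circRNAs traced back from its node mRNAs in the PVN. From these it built 401 circRNA-miRNA-mRNA networks.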

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

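The removal of circRNAs listed at 0 where 20 counts were expected, DESeq2 on only the groups compared with no filter and the limit of 3 counts were chosen after seeing the data; the other alternatives were set before. Median-ratio size factors, total count only and the replicate block moved no named circRNA across the unadjusted threshold, gave no adjusted call and moved no count by over 1.5 times, and the first pair moved no share of higher calls by over 10 percentage points.

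With no filter, which tests 21914 circRNAs, the unadjusted counts were 620 for HT against NC, 661 for HT+EA against HT, 595 for HT+SEA against HT, 534 for HT+EA against HT+SEA, 1035 for all operated groups against NC, 790 for HT+EA against HT and HT+SEA together and 507 for any difference. The adjusted counts were 28, 36, 25, 36, 17, 41 and 70 in the same order. Opposite calls rose to 231, r was -0.511 and 44 node circRNAs passed. Calls in all operated groups against NC were 208 higher and 827 lower. Those in HT+EA against HT were 429 higher and 232 lower, against 125 and 106 in the reported fit. With a mean count of at least 2, which tests 10258 circRNAs, the unadjusted counts were 374, 437, 377, 356, 287, 426 and 204 in that order with none adjusted, opposite calls were 141 and 43 node circRNAs passed. Calls in HT+EA against HT were 303 higher and 134 lower with that filter. More circRNAs were tested, but that is not the whole cause with no filter: 22 of the 28 adjusted calls in HT against NC and 31 of the 36 in HT+EA against HT were circRNAs that pass the filter, and the unadjusted p of novel_circ_0011248 in HT against NC went from 0.000478 to 6.3e-49. The cause of that change in p was not tested.

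With DESeq2 the unadjusted counts were 108, 143, 104, 119, 78, 136 and 76, and the adjusted counts 2, 4, 2, 1, 0, 2 and 0. Opposite calls were 31 and r was -0.605. With limma-voom the counts for all operated groups against NC and for any difference were 258 and 216, r was -0.559, no circRNA passed the adjustment, and the calls in HT against NC were 109 higher and 87 lower, so that the direction of most calls changed. It also changed in HT+EA against HT with limma-voom (105 higher and 157 lower) and in fits of only the groups compared with edgeR (81 and 87) and DESeq2 (16 and 33), in HT+SEA against HT with the latter (12 and 13), in all operated groups against NC with DESeq2 (45 and 33), and with no filter (294 and 240, then 555 and 235) and a mean count of at least 2 (204 and 152, then 276 and 150) in HT+EA against HT+SEA and in HT+EA against HT and HT+SEA together. In a fit of only the groups compared, HT against NC had 83 unadjusted and 2 adjusted calls, HT+SEA against HT had 1 adjusted call, opposite calls were 19 and r was -0.609. DESeq2 on only the groups compared gave 35, 49, 25 and 54 unadjusted calls in the first 4 contrasts and 102 for HT+EA against HT and HT+SEA together, with 3, 0, 3, 0 and 2 adjusted, 7 opposite calls and an r of -0.614. The same test with no filter gave 108 calls in HT against NC and 102 in HT+SEA against HT, adjusted counts of 3, 1, 1 and 1 in the first 4 contrasts, 26 opposite calls and 39 node circRNAs. In HT+EA against HT and HT+SEA together, its calls were 37 higher and 128 lower, and 32 and 70 with the filter. The reported fit gave 103 and 110 there. Without the circRNAs listed at 0 where 20 counts were expected, r was -0.605 and no count moved by over 1.5 times, but calls in HT against NC were 80 higher and 89 lower, and those in all operated groups against NC 71 higher and 69 lower, a change of direction in the latter only. A fit of only the groups compared is the same as the reported fit for all operated groups against NC and for any difference. The cause of the differences between tools was not tested.

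Leaving out each library in turn gave 172 to 274 unadjusted calls in HT against NC, 181 to 324 in HT+EA against HT, 145 to 257 in HT+SEA against HT, 157 to 212 in HT+EA against HT+SEA, 136 to 203 in all operated groups against NC, 174 to 298 in HT+EA against HT and HT+SEA together and 91 to 179 for any difference. The adjusted counts were 0 to 1 in each. With a library left out the filter kept 5373 to 5554 circRNAs, against 4838 with all libraries. Changes in counts and direction can therefore not be credited to the library alone. The direction of most calls changed without single libraries in all 6 contrasts, among them HT+EA against HT and HT+SEA together (103 higher and 110 lower with all libraries), where it changed without HT replicate 1 (134 and 125), 2 (179 and 119) or 3 (126 and 101) and without HT+SEA replicate 1 (117 and 94) or 2 (107 and 90). Opposite calls ranged from 29 to 134, r from -0.805 to -0.522 and node circRNAs from 20 to 28. The highest of these counts, apart from those of HT+EA against HT+SEA and all operated groups against NC, came without HT replicate 2. The permutation p ranged from 0.242 to 0.679 for totals, from 0.163 to 0.719 for circRNAs listed and from 0.181 to 0.937 for the profile.

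Of the named circRNAs, novel_circ_0022310, novel_circ_0038449 and novel_circ_0022446 kept their direction and an unadjusted p below 0.05 in every alternative run. In novel_circ_0011248 limma-voom lost the unadjusted calls. In novel_circ_0039775, which was not called, the change in HT against NC passed the unadjusted threshold with no filter (-0.21), with a mean count of at least 2 (-0.19), without NC replicate 2 (-0.21) and without HT replicate 1 (-0.27), and that in HT+EA against HT with no filter (0.19) and without HT replicate 1 (0.23).

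Replicate numbers did not pair the samples. Over 18 same-numbered pairs the correlation of deviations from the group means was -0.088 to 0.104 with a mean of -0.007, and 1 pair was over 0.1. With the replicate block the unadjusted counts were 136, 199, 137, 163, 119, 173 and 87, none passed the adjustment, and 26 node circRNAs passed. A detection limit of 2 counts is the same as 1 here, since no value of 1 occurs, and a limit of 3 gave p = 0.401 in the exact permutation test for circRNAs listed. Depth and spread limit what was detectable, since 51.0% of 4-fold changes passed the adjustment in data simulated for HT against NC.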

Other observations

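Of the tests below, those on the zeros of abundant circRNAs (sampling noise, library depth, treatment group, graded fall, neighbouring identifiers and random placement) and the counts of splits for r without circRNAs that have such zeros and without HT replicate 3 were chosen only after the result was seen. The share of calls without circRNAs that have such zeros and the matched node lists rest on the same limit and were also set up after such zeros had been seen; the other tests were chosen before.

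Many abundant circRNAs were listed at 0 in some libraries. The table has 25168 values where at least 20 counts were expected from the libraries that list the circRNA, and 576 of them (2.29%) were 0, in 332 circRNAs. The limit of 20 was chosen after limits of 10 (1282 zeros of 45355 values, 2.83%) and 50 (133 of 10023, 1.33%) had also been looked at. Sampling noise is argued against, since the spread of the listed values predicts 3.14 values under 2. A graded fall in expression would leave low values as well as zeros, but only 26 values were above 0 and at most 0.2 of the expected count. Reads moved to circRNAs with neighbouring identifiers are also argued against. In 9.63% of the zeros the neighbours within 5 identifiers gained at least 50% of the missing count, and the share was also 9.63% in libraries that list the circRNA. The median gain was computed first and lay near 0 in both (-0.124% and 0.474%), which decides nothing; whether identifiers follow the genome was not shown. Among 1312 circRNAs expected at 20 or more in every library, the share of zeros per library ran from 0.991% to 3.58% and was higher in shallower libraries. Pearson's r with the total count was -0.766 (permutation test, p = 0.0042) and Spearman's rho was -0.712 (permutation test, p = 0.0118). It is the only relation across libraries reported, so no adjustment was made. Without HT+EA replicate 2 and HT replicate 3, r was -0.579 (permutation test, p = 0.0713), so the relation rests in part on those libraries. The share did not differ among the groups (exact permutation test, p = 0.893), which leaves a small treatment effect open. A candidate explanation is that a circRNA was reported per library by a calling step that can miss it whole, more often at low depth. The caller and its settings were not given in the sources used here, so that step itself was not tested.

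These zeros matter for the largest fold changes. Of the 20 circRNAs with the largest absolute log2 fold change, 13 to 18 had such a zero, depending on the contrast, against 330 of 4838 tested (6.82%). Of the calls at an unadjusted p below 0.05, 5% to 9.04% had one. The 11 DESeq2 calls at an adjusted p below 0.05 over 6 contrasts were 4 circRNAs, 3 of them with such zeros. They are named here after their values were seen: novel_circ_0009707, novel_circ_0011248 and novel_circ_0030443 had such zeros and novel_circ_0022936 had none. Counts of novel_circ_0022936 were 5, 0 and 15 in NC, 6, 17 and 11 in HT and 10, 14 and 6 in HT+SEA. It was at 0 in all 3 HT+EA libraries, so its calls also rest on zeros, though fewer than 20 counts were expected there. Counts of novel_circ_0009707 were 0, 334 and 440 in NC, 0 in all 3 HT libraries, 359, 558 and 0 in HT+EA and 382, 0 and 0 in HT+SEA, so zeros and high counts occurred side by side in NC, HT+EA and HT+SEA. Leaving out 1 library at a time gave 33 edgeR calls at an adjusted p below 0.05 over the 7 tests. They came from 8 circRNAs, and all 8 had such zeros. One was novel_circ_0034404, called without HT replicate 2, which had 35 counts there and 0 in both other HT libraries. In a fit of only the groups compared, the adjusted edgeR calls were novel_circ_0011248 and novel_circ_0035558, both with such zeros. DESeq2 on only the groups compared also called circRNAs without such zeros at an adjusted p below 0.05. With the filter these were novel_circ_0021522 in HT+SEA against HT (0.00639) and novel_circ_0022446 and novel_circ_0022936 in HT+EA against HT and HT+SEA together (both 0.00953), and with no filter novel_circ_0009704 in HT+EA against HT+SEA (0.0342). Of these, novel_circ_0021522, novel_circ_0022446 and novel_circ_0009704 had counts in every library. The zeros therefore do not account for all adjusted calls. In novel_circ_0011248 all 3 HT libraries were at 0. Of 39 circRNAs with such zeros and 3 to 6 libraries at 0, 3 had a whole group at 0. Placing their zeros at random over the libraries gave a mean of 4.39, and a share of 0.852 of 10000 placements gave as many, so random placement stays open for this pattern. CircRNAs with more zeros were left out because a whole group at 0 becomes more frequent by chance as zeros increase, and is certain with 9. Of the 31 tested node circRNAs, 4 had such zeros (novel_circ_0004902, novel_circ_0011248, novel_circ_0018079 and novel_circ_0035558). Lists matched on abundance had a mean of 2.43 and a share of 0.219 of 10000 lists had as many. Whether a circRNA listed at 0 is absent from the tissue may be checked by PCR across its junction.

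The counts of calls were set against splits of the libraries, the real split included in each number. For 3 against 3 libraries there are 10 splits, too few to exclude chance. As many calls as in the real split came in 10 of 10 for HT against NC, 2 of 10 for HT+EA against HT, 6 of 10 for HT+SEA against HT and 1 of 10 for HT+EA against HT+SEA, where that 1 is the real split. The medians over the splits were 179, 153, 165 and 124.5 calls in that order, against 165, 231, 159 and 188 in the real split. Over 12 libraries 100 splits were drawn. As many calls came in 61 for all operated groups against NC, in 11 for HT+EA against HT and HT+SEA together and in 46 for any difference, and as many opposite calls in 8, so chance was not excluded for any of them. The medians in that order were 151, 155.5 and 117.5 calls and 31 opposite calls. With no filter, 28 of 40 splits gave at least the 70 adjusted calls of the test for any difference, and the splits ranged from 57 to 92. Of the adjusted calls with no filter, 21 of 28 in HT against NC and 24 of 36 in HT+EA against HT had 1 group all at 0. In the 6 contrasts between 4 and 40 of the 40 splits gave as many. Chance was therefore not excluded for the adjusted calls that appear with no filter.

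An r as low as that between the changes of HT against NC and HT+EA against HT came in 3 of 100 splits, the real one included, whose median was -0.495. In all 19 results were set against splits, 3 of them this r under other settings, without adjustment for their number. Leaving out 1 NC or HT+EA library brought r to between -0.580 and -0.522, and no splits were drawn for those. At equal depth, in a single thinning with 3221 circRNAs tested, 2 of 100 splits were as low (r = -0.685). This argues against shallow HT libraries as the whole cause, though the spread of r between thinnings was not computed. Without HT replicate 3, r was -0.719, but the median over 100 splits of the other 11 libraries was -0.650 and 6 of the 100 were as low. With 1 library fewer, HT replicate 3 alone cannot be told apart from other causes. Without circRNAs that have zeros where 20 were expected, r was -0.605 and 8 of 100 splits were as low, so these circRNAs may account for part of the low r. An HT group that differs from both NC and HT+EA stays open, as does chance over the 19 results. The r with HT+SEA was also below its simulated range, though no splits were drawn for it. The pattern is thus not shown to be specific to the current, and the difference between both r was not tested.

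The unadjusted calls were fewer than 5% of the circRNAs tested, with a median of 3.65% over 6 contrasts. Without circRNAs that have such zeros the median was 4.02%, and the share was above 5% in HT+EA against HT (5.39%) and in HT+EA against HT and HT+SEA together (5.15%). In simulated data with no group difference 4.65% were called when 1 was written as 0 and 4.79% when it was kept. In 5 of 7 tests the calls were fewer than in any of 100 simulations. These were HT against NC (165, lowest simulated 187), HT+SEA against HT (159, lowest 189), HT+EA against HT+SEA (188, lowest 189), all operated groups against NC (140, lowest 196) and any difference (120, lowest 175). In the other 2 they were not, since HT+EA against HT had 231 calls against a simulated median of 222.5, and HT+EA against HT and HT+SEA together had 213, within the range of 198 to 253 that held 95% of simulations. The simulations treat circRNAs as independent, so both causes cannot be told apart from a chance arrangement of correlated circRNAs.

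HT replicate 3, apart on the first component, had the lowest median Spearman correlation with the other libraries. At full depth it was 0.0205 below the next library. At equal depth its median was 0.710 and the gap shrank to 0.00497, though it was lowest in all 20 thinnings. Depth may account for part of its place, but this cannot be told apart from an ordinary difference between single libraries. No biological explanation was tested for it, since the other HT libraries did not share its place.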
